# Dynamic Heterogeneity and DNA Methylation in Embryonic Stem Cells

**DOI:** 10.1016/j.molcel.2014.06.029

**Published:** 2014-07-17

**Authors:** Zakary S. Singer, John Yong, Julia Tischler, Jamie A. Hackett, Alphan Altinok, M. Azim Surani, Long Cai, Michael B. Elowitz

## Abstract

Cell populations can be strikingly heterogeneous, composed of multiple cellular states, each exhibiting stochastic noise in its gene expression. A major challenge is to disentangle these two types of variability and to understand the dynamic processes and mechanisms that control them. Embryonic stem cells (ESCs) provide an ideal model system to address this issue because they exhibit heterogeneous and dynamic expression of functionally important regulatory factors. We analyzed gene expression in individual ESCs using single-molecule RNA-FISH and quantitative time-lapse movies. These data discriminated stochastic switching between two coherent (correlated) gene expression states and burst-like transcriptional noise. We further showed that the “2i” signaling pathway inhibitors modulate both types of variation. Finally, we found that DNA methylation plays a key role in maintaining these metastable states. Together, these results show how ESC gene expression states and dynamics arise from a combination of intrinsic noise, coherent cellular states, and epigenetic regulation.

## Highlights

• smFISH in ESCs reveals two transcriptional states and highly stochastic expression
• Live-cell expression dynamics reveal the in situ transition rates between states
• DNA methylation regulates state-switching dynamics
• “2i” signaling inhibitors impact both gene expression noise and state transitions

## Introduction

Many cell populations appear to consist of mixtures of cells in distinct cellular states. In fact, interconversion between states has been shown to underlie processes ranging from adult stem cell niche control (Lander et al., 2009; Rompolas et al., 2013) to bacterial fitness (Süel et al., 2006) to cancer development (Gupta et al., 2011). A central challenge is to identify transcriptional states, along with the mechanisms that control their stability and generate transitions among them.

Single-cell transcriptional studies have revealed substantial gene expression heterogeneity in stem cells (Canham et al., 2010; Chambers et al., 2007; Chang et al., 2008; Guo et al., 2010; Yamanaka et al., 2010). Moreover, subpopulations expressing different levels of *Nanog*, *Rex1*, *Dppa3*, or *Prdm14* show functional biases in their differentiation propensity (Hayashi et al., 2008; Singh et al., 2007; Toyooka et al., 2008; Yamaji et al., 2013). This heterogeneity could in principle arise from stochastic fluctuations, or “noise,” in gene expression (Eldar and Elowitz, 2010; Raj et al., 2008; Zenklusen et al., 2008). Alternatively, it could reflect the coexistence of multiple cellular states, each with a distinct gene expression pattern showing correlation between a set of genes (Guo et al., 2010; Gupta et al., 2011; Jaitin et al., 2014; Shalek et al., 2013). Disentangling these two sources of variation is important for interpreting the transcriptional states of individual cells and understanding stem cell dynamics.

A related challenge is to understand the mechanisms that stabilize cellular states despite noise. DNA methylation has been shown to be heritable over many generations, is critical for normal development (Okano et al., 1999), and may help stabilize irreversible cell fate transitions (Hackett et al., 2013; Reik, 2007; Schübeler et al., 2000; Smith et al., 2012). However, the role of DNA methylation in the reversible cell state transitions that underlie equilibrium population heterogeneity has been much less studied (Fouse et al., 2008; Mohn et al., 2008). Recently, it was reported that exposing ESCs to inhibitors of MEK and GSK3β (called 2i) abolishes heterogeneity and induces a “naïve” pluripotent state (Marks et al., 2012; Wray et al., 2011) with reduced methylation (Ficz et al., 2013; Habibi et al., 2013; Leitch et al., 2013). However, a causal role linking methylation, heterogeneity, and 2i remains to be elucidated.

Together, these observations provoke several fundamental questions: First, how do noise and states together determine the distribution of expression levels of individual regulatory genes (Figure 1A)? Second, how do gene expression levels vary dynamically in individual cells, both within a state and during transitions between states (Figure 1B)? Finally, how do cells stabilize metastable gene expression states, and what role does DNA methylation play in this process?

Using single-molecule RNA-FISH (smFISH), we analyzed the structure of heterogeneity in the expression of key cell fate regulators, finding that distinct cell states account for most variation in some genes, while others are dominated by stochastic bursts. Using time-lapse movies of individual cells, we observed abrupt, step-like dynamics due to cell state transitions and transcriptional bursts. Finally, using perturbations, we observed that DNA methylation modulates the population fraction of cells in the two states, consistent with reciprocal expression of the methyltransferase *Dnmt3b* and the hydroxymethylase *Tet1*. Together, these results suggest how noise, dynamics, and epigenetic regulatory mechanisms contribute together to the overall distribution of gene expression states in stem cell populations.

## Results

### Mouse ESCs Show Three Distinct Types of Gene Expression Distributions

The process of mRNA transcription is inherently stochastic. As a result, even a clonal cell population in a single state is expected to display variability in the copy number of each mRNA (Blake et al., 2003; Elowitz et al., 2002; Friedman et al., 2006; Ozbudak et al., 2002; Paulsson and Ehrenberg, 2000; Peccoud and Ycart, 1995; Raj et al., 2006; Shahrezaei and Swain, 2008; Suter et al., 2011), potentially leading to phenotypic differences between otherwise identical cells (Cai et al., 2006; Choi et al., 2008; Maamar et al., 2007; Süel et al., 2006; Zong et al., 2010).

In order to accurately measure mRNA copy numbers in large numbers of individual ESCs, we developed an automated platform for smFISH (Supplemental Information). This system enables rapid analysis of four genes per cell across ∼400 cells per sample (Figures S1A–S1D). We validated the system by comparing three measures of expression of the same gene in the same cells using a Rex1-dGFP reporter line (Wray et al., 2010) (Figure S1E).

Using this platform, we analyzed 36 pluripotency-associated regulators that play critical roles in ESCs or are heterogeneously expressed, as well as several markers of early cell fates and housekeeping genes. The resulting mRNA distributions exhibited a range of distribution shapes and degrees of heterogeneity (Figure 2A). We analyzed these distributions within the framework of bursty transcriptional dynamics. In this model, mRNA production occurs in stochastic bursts that are brief compared to the mean interburst interval and are exponentially distributed in size. Bursty dynamics produce negative binomial (NB) mRNA distributions (Paulsson et al., 2000; Raj et al., 2006), whose shape is determined by the frequency and mean size of bursts.

Genes exhibited three qualitatively distinct types of mRNA distributions. First, most genes were unimodal and well-fit by a single NB distribution (Figures 2B and S2A, maximum likelihood estimation [MLE], χ^2^ goodness of fit [GOF] test p > 0.05). This class included *Oct4*, *Rest*, *Tcf3*, *Smarcc1*, *Sall4*, and *Zfp281*. Coefficients of variation (CV) were typically ∼0.5 for the most homogeneous genes (Figure 2A).

Second, a subset of unimodal genes exhibited “long-tailed” distributions, in which most cells had few, if any, transcripts, while a small number of cells displayed many transcripts. These distributions were also well fit by a single NB distribution, but with resulting distributions that generally decreased monotonically with increasing mRNA concentration (Figures 2B and S2A, χ^2^ GOF p > 0.05). The most heterogeneous long-tailed genes had burst frequencies of less than one burst per mRNA half-life. These included *Tbx3* (CV = 2.13 ± 0.23, mean ± SEM), *Dppa3* (CV = 1.76 ± 0.31), and *Prdm14* (CV = 1.599 ± 0.20). Other long-tailed genes such as *Pecam1*, *Klf4*, *Blimp1*, *Socs3*, *Nr0b1*, and *Fgfr2* had higher burst frequencies and less skew. Long-tailed genes arising from rare bursts could provide a source of stochastic variation that could propagate to downstream genes.

Third, there were some genes whose mRNA distributions were significantly better fit by a linear combination of two NB distributions than by one (Supplemental Information, Akaike’s Information Criteria [AIC] and log-likelihood ratio test, p < 0.05). These genes included *Rex1*, *Nanog*, *Esrrb*, *Tet1*, *Fgf4*, *Sox2*, *Tcl1*, and *Lifr* (Figures 2B and S2A). In some cases, the two components of these distributions were well separated from one another (e.g., *Rex1* and *Esrrb*), while in other cases they overlapped strongly (e.g., *Nanog* and *Lifr*), such that the absolute number of transcripts for a single gene did not accurately indicate to which state the cell belonged. These bimodal distributions suggested the existence of multiple cell states (see below).

Markers of most differentiated fates including *Pax6* (neuroectoderm), *Fgf5* (epiblast), *Sox17* and *FoxA2* (definitive endoderm), and *Gata6* (primitive endoderm) showed no detectable expression (data not shown). However, the mesendodermal regulator *Brachyury* (*T*) was expressed at a level of ∼5–20 transcripts in 6% of *Rex1*-low cells. Similarly, the two-cell-like state marker *Zscan4c* (Macfarlan et al., 2012) showed ∼3–60 transcripts in 3% of cells (Figure S2A). These genes did not fit well to NB distributions, suggesting that processes other than transcriptional bursting impact their expression in this small fraction of cells.

### Bimodal Genes Vary Coherently

We next used the smFISH data to determine whether the bimodal genes were correlated, which would suggest their control by a single pair of distinct cell states, or varied independently, which would suggest a multiplicity of states. The data revealed a cluster of bimodal genes that correlated with one another. *Rex1*, *Nanog*, and *Esrrb* displayed the strongest correlations (*r* = ∼0.7, Figures 2C and S2B), while genes with strong overlap between modes, such as *Tcl1*, *Lifr*, *Sox2*, and *Tet1*, displayed somewhat weaker, but still significant, correlations (*r* = ∼0.5, Figures 2C and S2B), beyond those observed between bimodal and nonbimodal genes (e.g., *r* = 0.2 for *Rex1* and *Oct4*). Thus, a cell in the high- or low-expression state of one bimodal gene is likely to be in the corresponding expression state of others. Some correlations were negative: expression of the de novo methyltransferase *Dnmt3b* was reduced in the *Rex1*-high state (*r* = −0.46, Figure 2C). Note that cell cycle effects did not explain these correlations (Figure S2C). Together, these data suggest that bimodal genes appear to be broadly coregulated in two distinct states.

Long-tailed genes exhibited more complex relationships. Those with very large variation (CV > 1.5) were correlated with the expression state of the bimodal gene cluster, but not with one another (Figures 2C, 2D, and S2B). For example, genes like *Dppa3*, *Tbx3*, and *Prdm14* burst predominantly in the *Rex1*-high state, but even in this state, most cells showed no transcripts of these genes (p < 0.001, see Supplemental Information for statistical analysis). Thus, it appears that these genes are expressed in infrequent, stochastic bursts that occur mainly in one of the two cellular states.

Interestingly, expression of *Socs3*, a negative regulator and direct target of Stat signaling (Auernhammer et al., 1999), appeared conditional on expression of its bimodally expressed receptor *Lifr* (note absence of *Socs3* expression in low-*Lifr* cells in Figure S2B). Analysis of additional regulators not measured here could in principle reveal additional states or more complex distributions. Overall, however, the multidimensional mRNA distributions measured here are consistent with a simple picture based on two primary states and stochastic bursting.

### The Two Primary States Exhibit Distinct DNA Methylation Profiles

These data contained an intriguing relationship between three factors involved in DNA methylation: the de novo methyltransferase *Dnmt3b*, the hydroxylase *Tet1*, which has been implicated in removing methylation (Ficz et al., 2011; Ito et al., 2010; Koh et al., 2011; Wu et al., 2011), and *Prdm14*, which represses expression of *Dnmt3b* (Grabole et al., 2013; Leitch et al., 2013; Ma et al., 2011; Yamaji et al., 2013). While *Rex1* was anticorrelated with *Dnmt3b* expression and positively correlated with *Tet1* (Figure 3A), *Prdm14* showed a long-tailed distribution conditioned on the *Rex1*-high state (Figure 2D). Based on these relationships and the observation that methylation increases during early development (Meissner et al., 2008), we hypothesized that the *Rex1*-low state might exhibit increased methylation compared to the *Rex1*-high state.

To test this hypothesis, we sorted *Rex1*-high and -low cells using the Rex1-dGFP reporter line and performed locus-specific bisulfite sequencing at known targets of methylation *Dazl*, *Mael*, and *Sycp3* (Borgel et al., 2010) (Figures 3B, S3A, and S3B). These promoters exhibited 2–3 times greater methylation in *Rex1*-low cells compared to *Rex1*-high cells, indicating the two states are differentially methylated in at least some genes. In contrast, *Rex1*-low cells that subsequently reverted to the *Rex1*-high state recovered the methylation levels of *Rex1*-high cells, indicating that methylation is reversible. Similarly, quantitative ELISA analysis demonstrated both differential methylation and reversibility in global methylation levels (Figure 3C).

We next asked more generally which genes exhibited differential promoter methylation. We again sorted *Rex1*-high and -low cells and assayed DNA methylation by reduced representation bisulfite sequencing (RRBS), analyzing regions 2 kb upstream to 500 bp downstream of each ESC-expressed mRNA transcriptional start site (Meissner et al., 2008; Marks et al., 2012). 

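The RRBS data comprised 1 library of sorted *Rex1*-high cells and 1 library of sorted *Rex1*-low cells from the Rex1-dGFP line, E14 mouse ESCs that carry a GFP reporter at the *Rex1* locus, grown in LIF and serum. RRBS digests genomic DNA with restriction enzymes, here MspI and TaqI, and sequences size-selected fragments after bisulfite treatment, which converts unmethylated cytosines but leaves methylated cytosines in place. CpG-rich sequence is therefore covered preferentially. The authors processed the reads with Bismark and Galaxy and deposited, for each measured cytosine, the number of methylated calls and of all calls, with a score equal to 1000 times their ratio. The *Rex1*-high library held 60718476 methylation calls at 3300733 CpG positions, with a median of 13 calls per position. The *Rex1*-low library held 61024229 calls at 2901301 positions, with a median of 12. A position had 1 or 2 lines, for which no strand was named, and each line was read as a measurement of that CpG. The paper requires at least 5 reads per CpG. Here this minimum was applied to each line, and a CpG was used when at least 1 of its lines passed in each library. Merging the lines of a CpG first would test 176425 tiles instead of 162599. No genome build was named with the values, and on 4 chromosomes the positions ran over 1 Mb beyond the last gene of GRCm38, the assembly of the annotation at hand, so that transcriptional start sites were not placed. In place of promoters, the genome was divided into tiles of 2500 bp, the length of the paper's promoter window, a fallback chosen before the data were examined. The methylation of a tile was the unweighted mean over its CpGs, for tiles with at least 3 CpGs. Tiles cover promoters, gene bodies and intergenic sequence alike, and no filter on ESC expression was applied, so their numbers are not numbers of promoters. Differences were tested by a two-sided Fisher's exact test on the calls summed over a tile, with Benjamini-Hochberg adjustment, and were called at an adjusted p under 0.05 and a change of at least 10 percentage points. With 1 library per state there is no replicate check, and the test compares these libraries rather than the states. The 95% Wilson interval of a tile's pooled calls had a median half-width of 8.23 percentage points in the *Rex1*-high library and 6.32 in the *Rex1*-low library. These intervals cover counting error only, since calls on 1 read and reads from PCR are not independent.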

The distributions of methylation levels across genes were bimodal in both *Rex1* states, with the more highly methylated peak shifted to even higher methylation levels in *Rex1*-low cells (Figure 3D). 

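Across the 162599 tiles tested, the distribution of methylation had a lower and an upper peak in each library. In the *Rex1*-high library, the fullest 5-point bin under 40% was 10% to 15%, with 7394 tiles, and the fullest bin above it was 60% to 65%, with 23167 tiles. Between them, the number of tiles dropped to 3953 in the bin from 25% to 30%. In the *Rex1*-low library, the lower peak was again at 10% to 15%, with 5790 tiles, whereas the upper peak was at 90% to 95%, with 32791 tiles. The trough of the *Rex1*-low distribution was at 35% to 40%, with 1814 tiles. The median tile was 57.3% methylated in the *Rex1*-high library and 85.1% in the *Rex1*-low library. Tiles at or above 50% methylation made up 66.3% of tiles in the *Rex1*-high library and 84.7% in the *Rex1*-low library. With the median of CpG fractions in place of the mean, added after seeing the data, the lower peak moved to 2.5% in both libraries. The shape depended most on the number of CpGs required. With tiles of 1 CpG included, the fullest Rex1-high bin under 40% was centred on 37.5%. That bin borders 40%, so no separate lower peak was found in this way. The lower Rex1-low peak stayed centred on 12.5%. In the 14791 tiles with at least 20 CpGs, a minimum chosen after seeing the data, the medians were 14.2% and 16.3%. Among these tiles the *Rex1*-high distribution had no upper peak, since the fullest bin above 40% was the one from 40% to 45%, with 210 tiles against 239 in the bin just under it. The *Rex1*-low distribution of these tiles retained a small upper peak, with 224 tiles from 85% to 90% and 121 tiles in its trough from 55% to 60%.

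**Figure D1:**
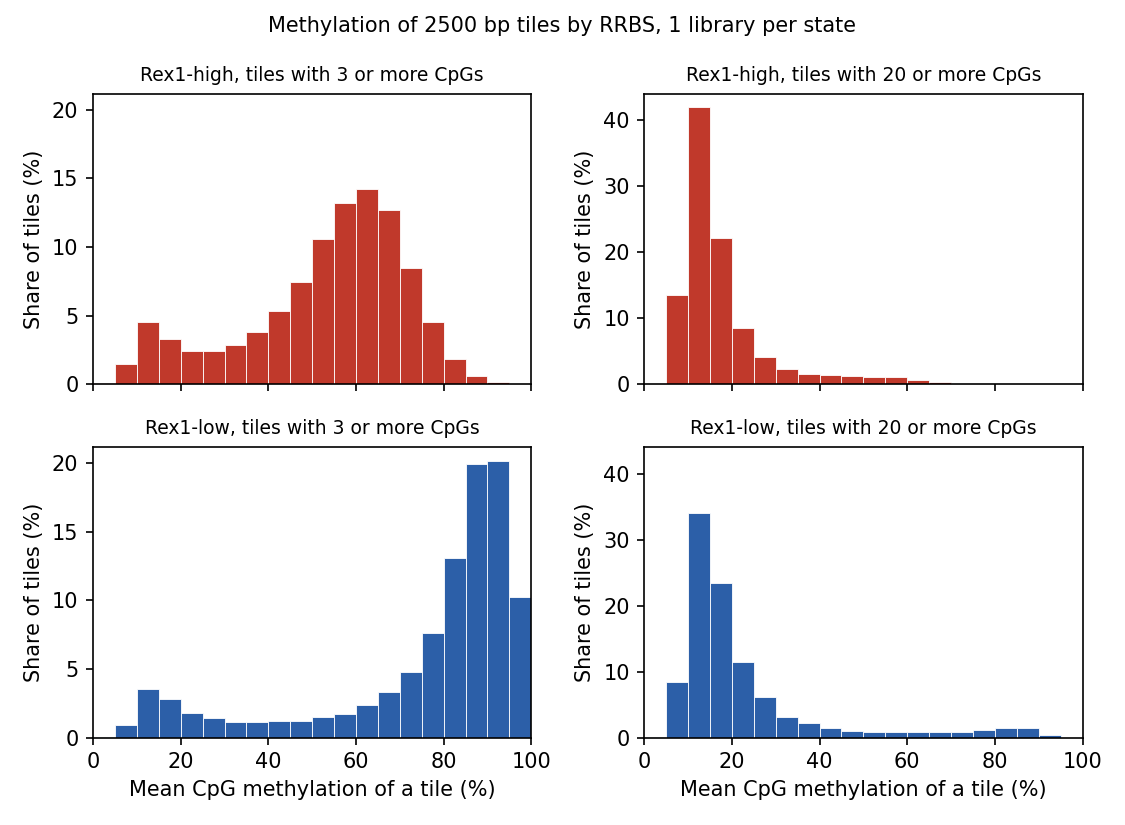
Distribution of the methylation of 2500 bp tiles (x axis, percent) as a share of tiles (y axis, percent) in 5-point bins, for the Rex1-high library (top) and the Rex1-low library (bottom), with all tiles of at least 3 CpGs on the left and tiles of at least 20 CpGs on the right, on separate y scales. The upper peak on the left lies at 60% to 65% in the Rex1-high library and at 90% to 95% in the Rex1-low library.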

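Each tile was then compared between the libraries. The 15140 tiles under 20% methylation in the *Rex1*-high library changed by a median of 1.87 percentage points in the *Rex1*-low library, with quartiles of 0.509 and 3.95. The 18777 tiles from 20% to 40% rose by a median of 18.7 points, and the 59539 tiles from 40% to 60% by a median of 30.4 points. The 69143 tiles at or above 60%, which had less room to rise, gained a median of 21.6 points. Tiles at or above 20% in the *Rex1*-high library contributed 98.6% of the summed change. Of the tiles under 20%, 83.2% were higher in the *Rex1*-low library, as were 93.9%, 99.1% and 98.6% of the tiles of the next 3 classes. Sorting tiles by a noisy *Rex1*-high value shifts the changes of its classes by itself, but in simulated libraries without a difference the medians of the same 4 classes were 0.0596, 0.142, 1.29 and -0.293 points, and 52.7%, 52.0%, 58.8% and 47.9% of their tiles were higher. The simulated libraries were drawn from the calls of both libraries pooled at each CpG. Their Rex1-high median tile was 69.1%, against 57.3% in the data, so the simulated classes hold other tiles. They include counting noise only. Of the 4 classes, sorting by the mean of both libraries moved the one from 20% to 40% most, to a median change of 7.60 points. The median change of this class was 40.3 points with the median of CpG fractions and 8.29 points at 20 or more CpGs. The classes from 40% to 60% and at or above 60% stayed closer to their values in all tiles. At 20 or more CpGs they rose by medians of 28.3 and 23.2 points.

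**Figure D2:**
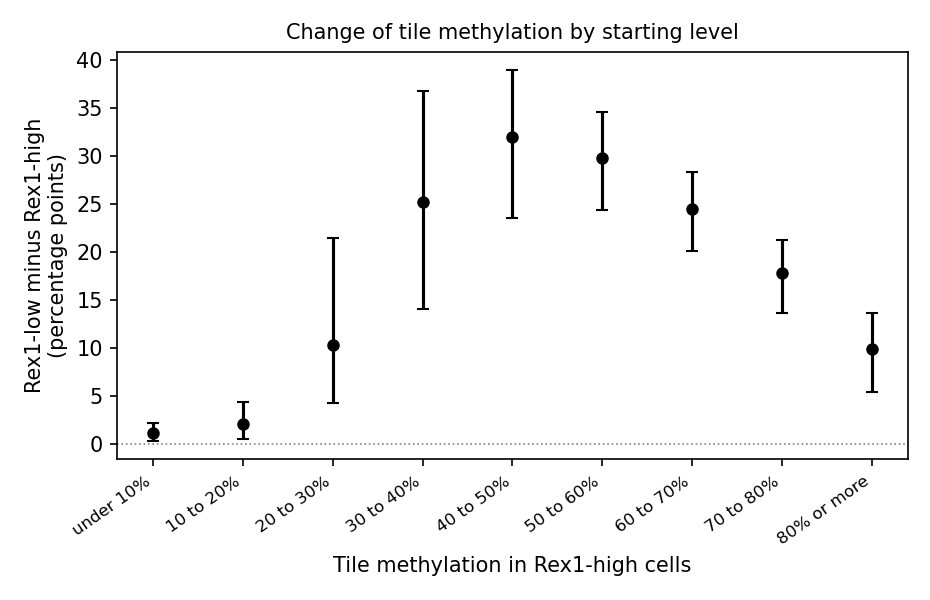
Change in tile methylation from the Rex1-high to the Rex1-low library (y axis, percentage points) for tiles grouped by their methylation in the Rex1-high library (x axis, percent). Points are medians over tiles and bars run from the lower to the upper quartile; the median rises from 1.12 points under 10% to 32.0 points at 40% to 50% and falls to 9.91 points at 80% or more.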

By analyzing the shift in methylation on a gene-by-gene basis, we found that the increase in methylation in *Rex1*-low cells occurred predominantly through increased methylation of the promoters that were more highly methylated in *Rex1*-high cells (Figures 3E and S3C). Thus, the change in promoter methylation occurs in a specific subset of promoters. Furthermore, the overall methylation level of a gene was related to the number of CpGs in its promoter, such that the larger the CpG content of a promoter, the lower its methylation in both states. 

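By Fisher's exact test, 122700 of the 162599 tiles (75.5%) were more methylated in the *Rex1*-low library and 53 were less methylated. Called tiles made up 5.28% of tiles under 20% methylation in the *Rex1*-high library, 61.7% of those from 20% to 40%, 90.4% of those from 40% to 60% and 81.7% of those at or above 60%. Libraries simulated without a difference gave 118 more methylated and 38 less methylated tiles, because a tile sums CpGs of unlike level and depth. The number of more methylated tiles depended most on the CpG minimum, and was 1973 of 14791 tiles at 20 or more CpGs. Individual tiles were taken from the 31976 tiles with at least 10 CpGs and 100 calls in each library, of which 15076 were more and 1 was less methylated. The largest increase was at positions 117425001 to 117427500 of chromosome X, from 33.5% to 95.0% over 10 CpGs. The pooled calls there were 84 methylated of 225 in the *Rex1*-high library (95% Wilson interval 31.3% to 43.8%) and 113 of 119 in the *Rex1*-low library (89.4% to 97.7%), with an adjusted p of 2.09e-26 by Fisher's exact test. Chromosome X as a whole was covered less deeply in the *Rex1*-low library, with 1018444 calls against 1569825. The next increases were of 60.8 points at 112340001 to 112342500 of chromosome 13, 56.2 points at 19850001 to 19852500 of chromosome 11, 54.4 points at 8677501 to 8680000 of chromosome 6 and 53.3 points at 59732501 to 59735000 of chromosome 4. The less methylated tile, at 83815001 to 83817500 of chromosome 6, decreased by 10.6 points from 28.3% to 17.7% over 12 CpGs, with 87 of 373 calls methylated (19.3% to 27.9%) against 86 of 498 (14.2% to 20.8%) and an adjusted p of 4.00e-02 by Fisher's exact test. A Cochran-Mantel-Haenszel test stratified by CpG, added after seeing the data, gave 0 less methylated tiles in the simulation and 54 in the data, of which 29 were among the 53. It did not call this less methylated tile of chromosome 6, with an adjusted p of 0.253. Positions are 1-based, in the unnamed build of the deposited values, and no gene is assigned to them. From the larger shift of promoters that were already more methylated in *Rex1*-high cells (Figures 3E and S3C), the paper concludes that promoter methylation changes in a specific subset of promoters.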

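Tiles with more covered CpGs were less methylated in both libraries. From tiles with 3 to 4 CpGs to tiles with 80 or more, the median methylation fell from 61.5% to 10.9% in the *Rex1*-high library and from 88.3% to 11.9% in the *Rex1*-low library. Between these ends, tiles with 10 to 19 CpGs had medians of 47.3% and 76.2%, and tiles with 20 to 39 CpGs had medians of 17.7% and 21.4%. These means include CpGs with one line at or above 80% and the other at or below 20%. Without such CpGs, the lower peak of all tiles moved from 12.5% to 7.5% in both libraries. The low levels of dense tiles were not recomputed in this way and may be too high. Across tiles, Spearman's rho between the number of covered CpGs and methylation was -0.452 in the *Rex1*-high library and -0.457 in the *Rex1*-low library. Neighbouring tiles are not independent, so no p-value is given. The relation was strongest when at least 10 CpGs were required, with rho of -0.740 and -0.735. The number counts CpGs that passed the read minimum in both libraries, not all CpGs of the sequence. The median difference between the libraries was 24.6 points at 3 to 4 CpGs, 25.0 points at 5 to 9 and 22.9 points at 10 to 19. It was smaller in denser tiles, at 3.93 points for 20 to 39 CpGs and 1.07 points for 80 or more. Denser tiles also had lower levels in the *Rex1*-high library, so these medians do not separate density from starting level.

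**Figure D3:**
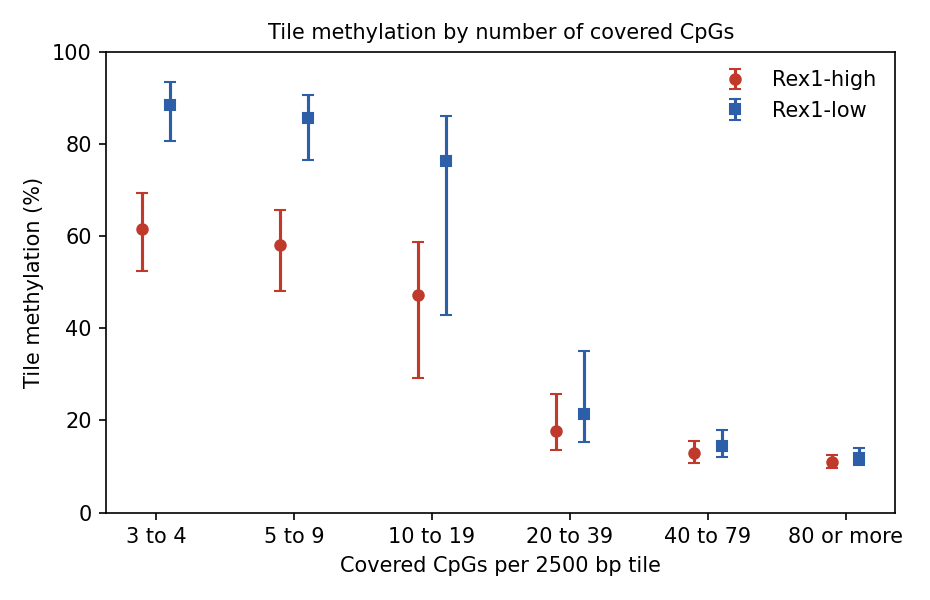
Methylation of 2500 bp tiles (y axis, percent) by the number of covered CpGs per tile (x axis), for the Rex1-high library (circles) and the Rex1-low library (squares). Symbols are medians over tiles and bars run from the lower to the upper quartile; the libraries lie far apart up to 19 CpGs and within 1.71 points in the median from 40 CpGs on.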

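Coverage set how much of the genome could be compared. Of the 3911490 CpG positions listed in either library, 1707425 (43.7%) had at least 5 reads in both. Of the 390797 tiles with 3 or more CpGs listed over the libraries taken together, 41.6% could be tested. A tested tile had a median of 5 CpGs, with a median of 124 calls in the *Rex1*-high library and 97 in the *Rex1*-low library. Raising the minimum to 10 reads left 107645 tiles, and 20 reads left 39676.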

Not all gene promoters were well covered by RRBS. However, among those that were, several key ESC regulators including *Esrrb*, *Tet1*, and *Tcl1* all showed increased levels of methylation in the *Rex1*-low state. Figure 3E (inset) and Figure S3C show methylation levels of individual CpGs. These results provide a view of the change in promoter methylation that occurs during transitions between the *Rex1*-high and -low states.

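At individual CpGs the difference went the same way. Of the 1707425 CpGs with at least 5 reads in both libraries, 213512 (12.5%) were more methylated in the *Rex1*-low library at an adjusted p under 0.05 by Fisher's exact test, and 4077 (0.239%) were less methylated. The interval of a single CpG was wide, with a median half-width of 14.1 points in the *Rex1*-high library and 11.7 in the *Rex1*-low library, so that many differences could not be called at this depth. Without regard to the test, 66.1% of CpGs were higher and 14.1% lower in the *Rex1*-low library. Mean CpG methylation was 39.2% in the *Rex1*-high library and 54.2% in the *Rex1*-low library, a ratio of 1.38. The number of more methylated CpGs depended most on the read minimum. It was 230832 of 1199932 CpGs at 10 or more reads and 93248 of 482941 at 20 or more. The lower count at 20 reads thus came with fewer CpGs to test. With every CpG kept and the deeper library thinned at each to the depth of the other, it was 114948. The median of the changes of single tiles was a rise on each of the 19 autosomes, of between 22.6 and 24.1 points. It was a rise of 23.2 points on chromosome X.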

### Bursty Transcription Generates Dynamic Fluctuations in Individual Cells

Evidently, cells populate two transcriptional states, each characterized by distinct methylation profiles. To understand the dynamic changes in gene expression that occur as individual cells switch between these states, we turned to time-lapse microscopy. We analyzed transcriptional reporter cell lines for *Nanog* and *Oct4*, each containing a histone 2B (H2B)-tagged fluorophore expressed under the control of the corresponding promoter (Figures S4A and S4B; see also Supplemental Information). We imaged the reporter cell lines for ∼50 hr periods with 15 min intervals between frames and segmented and tracked individual cells over time in the resulting image sequences. For each cell lineage, we quantified the instantaneous reporter production rate, defined as the rate of increase of total fluorescent protein in the cell, corrected for the partitioning of fluorescent protein into daughter cells during cell division (Supplemental Information). The H2B-fluorescent protein degradation rate is negligible under these conditions (Figure S4C), enabling us to use the reporter production rate as a measure of instantaneous mRNA level. An advantage of this approach is that it provides relatively strong fluorescence signals per cell, but still enables high time-resolution analysis (Locke and Elowitz, 2009). Consistent with static smFISH distributions, the production rate distributions of the *Nanog* and *Oct4* fluorescent reporters were bimodal and unimodal, respectively (Figure 4A).

Dynamically, cells remained in either one of two distinct *Nanog* expression states for multiple cell cycles (Figure 4B). During these periods, expression levels varied over the full range of Nanog expression levels within each state, with no evidence for persistent substates. However, closer examination revealed fluctuations within a single state, which typically occurred in discrete steps separated by periods of steady expression (Figure 4C). Using a computational step detection algorithm (Figure S4D and Supplemental Information), we found that *Nanog* and *Oct4* reporters exhibited 0.38 and 0.29 steps per cell cycle, respectively. These steps occurred in a cell cycle phase-dependent manner (Figure 4D), with down-steps clustered around cell division events and up-steps more broadly distributed across cell cycle phases.

Could these step-like dynamics arise simply from transcriptional bursting? To address this question, we simulated single-cell mRNA and protein traces using the bursty transcription model, with parameters determined from the NB fits of the static mRNA distributions (Supplemental Information). These simulations generated dynamic traces resembling those observed experimentally (Figures 4E and S4E). In the simulations, mRNA half-life and burst frequency determine the characteristics of detectable steps (Figure S4F); in general, steps were most prominent at low burst frequencies and short mRNA half-lives and became difficult to discriminate at high burst frequencies and long mRNA half-lives.

Step-like dynamics appear to be a natural consequence of stochastic expression, with up-steps reflecting burst-like production of mRNA and down-steps resulting from ∼2-fold reduction in mRNA copy number at cell division (Figure S4G). This interpretation is consistent with the observed clustering of down-steps around cell division events and a more uniform cell cycle distribution of up-steps (Figure 4D). Because large bursts can effectively cancel out mRNA dilution at cell division events, they may appear underrepresented near cell division events. Note that most cell cycles showed no up-steps, suggesting that they are not due to increased gene dosage after chromosome replication (Brewster et al., 2014; Rosenfeld et al., 2005).

### Dynamic Transitions between Cellular States

We next asked how cells transition dynamically between states. Previous work has relied on cell sorting, which can distort the signaling environments. By contrast, movies enable direct observation of switching events within a mixed cell population. Since the *Nanog* reporter production rate fluctuates even within a single state, we used a hidden Markov model (HMM) to classify each cell as either *Nanog*-high or *Nanog*-low at every point in time (Supplemental Information). We trained the HMM using time-series data of *Nanog* reporter production rates, sampled at fixed intervals across all tracked cell cycles, and used it to identify switching events and estimate switching frequencies.

Transitions from the *Nanog*-low to the *Nanog*-high state or vice versa occurred at a rate of 2.3 ± 0.25, or 7.9 ± 1.2, transitions per 100 cell cycles (mean ± SD), respectively (Figures 4F and 4G). These events did not correlate between sister cells (Table S1), consistent with independent, stochastic events. Interstate switching on average showed bigger and longer-lasting fold changes than intrastate steps in production rates (Figure S4H). Together, these results suggest that gene expression dynamics are dominated by a combination of step-like changes due to bursty transcription on shorter timescales and abrupt, apparently stochastic interstate switching events on longer timescales.

### “2i” Inhibitors Modulate Bursty Transcription and State-Switching Dynamics

We next asked how gene expression heterogeneity and dynamics change in response to key perturbations. Dual inhibition of MEK and GSK3β, known as “2i,” were shown to enhance pluripotency and reduce *Rex1* and *Nanog* heterogeneity (Marks et al., 2012; Wray et al., 2010). However, it has remained unclear how 2i affects the distribution of other heterogeneously expressed regulatory genes and what impact it has on dynamic fluctuations in gene expression.

We found that addition of 2i to serum + LIF media reduced variability in the mRNA levels of most genes (Figure 5A). In principle, this could reflect the elimination of one cellular state and/or changes in burst parameters. In 2i, the bimodal genes from Figure 2A became unimodal, suggesting that 2i suppresses one of the two cellular states (Figures 5A and S5A). In the case of *Nanog*, the remaining state increased its mean transcript level by ∼1.5-fold, to what we term *Nanog*-SH (super high). *Tet1*, *Sox2*, and *Tcl1* also became unimodal, but displayed an overall decrease in absolute expression. With long-tailed genes, we found that mean *Dppa3* expression decreased slightly, while *Prdm14* and *Tbx3* became more homogenously expressed, exhibiting an increase in mean expression by ∼300% and ∼1,000%, respectively. These changes reflect the fact that nearly all cells were now observed to express *Prdm14* and *Tbx3*. Thus, 2i appeared to reduce variability in most genes, either by eliminating bimodality or by increasing their burst frequency.

Recently, it was shown that 2i-treated cells exhibit differentiation propensity similar to sorted *Rex1*-high subpopulations in embryoid body formation, suggesting they may represent similar functional states (Marks et al., 2012). We used the time-lapse movie system to compare the dynamic behavior of 2i-treated cells to that of cells in the *Rex1*-high subpopulation. Consistent with mRNA measurements, 2i shifted most cells into a *Nanog*-SH state (96% of total), characterized by ∼3-fold higher median production rate compared to the *Nanog*-high state in serum + LIF (Figure 5B). Only a small fraction of cells showed expression overlapping with the *Nanog*-low state in serum + LIF at the beginning of the movies (after 6 days in treatment). Moreover, these cells switched to the *Nanog*-SH state at a >40-fold higher rate than the *Nanog*-low to *Nanog*-high switching rate measured in serum + LIF, with no reverse transitions observed (Figures 5C and S5B). These observations suggest that 2i increases the *Nanog*-low to *Nanog*-high switching rate and reduces or eliminates *Nanog*-high to *Nanog*-low transitions (Figure 5C).

What effect, if any, does 2i have on the dynamics of gene expression noise? Static distributions suggested that 2i increased *Nanog* burst frequency ∼45% from 0.39 to 0.55 burst/hr using the *Nanog* mRNA half-life previously estimated (Table S1 in Sharova et al., 2009) and assuming no change between conditions. To analyze the effects on dynamics, we computed the “mixing time,” previously introduced to quantify the mean timescale over which a cell maintains a given expression level relative to the rest of the cell population (Sigal et al., 2006). Simulations of the bursty gene expression model showed that higher burst frequencies lead to faster mixing times, while burst size has little effect (Figure S5C). Together with smFISH measurements, this model predicted that Nanog mixing times should be faster in 2i. Qualitatively consistent with this prediction, the mixing time of *Nanog* production rate was reduced from 8.5 hr in *Nanog*-high in serum + LIF media to 1.7 in *Nanog*-SH cells in 2i-containing media (Figures 5D and S5D).

Together, these results indicate that 2i impacts ESC heterogeneity at three levels: First, it reduces gene expression variation in many, but not all, genes. Second, it eliminates one cell state by increasing the rate of transitions out of the *Nanog*-low state and inhibiting the reverse transition. Third, as shown for *Nanog*, 2i increases burst frequency and reduces mixing times, effectively speeding up the intrastate equilibration rate within the cell population.

### DNA Methylation Modulates Metastability

Previous work has shown that in addition to reducing heterogeneity, 2i also diminishes global levels of DNA methylation (Ficz et al., 2011; Habibi et al., 2013; Leitch et al., 2013). While the *Rex1*-high and -low states appear differentially methylated (Figures 3B–3E), it remains unclear whether methylation plays a functional role in stabilizing these states. To address this issue, we used a triple-knockout (TKO) cell line lacking the active DNA methyltransferases Dnmt1, Dnmt3A, and Dnmt3B (Tsumura et al., 2006). We compared the expression distribution of *Rex1*, *Nanog*, and *Esrrb* in TKO cells to its parental line using smFISH. The TKO cell lines had 35% ± 2% fewer cells in the *Rex1*-low state (Figure 5E), with similar results observed for *Nanog* and *Esrrb*. This change did not reflect global upregulation of all genes, as expression of the houskeeping gene *SDHA* was indistinguishable between the two cell lines. These results suggest that DNA methyltransferases increase the population of the *Rex1*-low state.

To see if these results could be recapitulated with acute rather than chronic perturbations to methylation, we assayed changes in heterogeneity in *Rex1*-dGFP reporter cells exposed to 70 nM 5-azacytidine (5-aza), an inhibitor of DNA methylation. Within 6 days, the number of cells in the *Rex1*-low state diminished by more than half from 29% to 13% of all cells (Figure 5F). Thus, acute as well as chronic methylation inhibition reduced the occupancy of the low state.

Finally, we asked whether methylation was similarly required for cells to return to the low state after removal of 2i from 2i + serum + LIF conditions. The *Rex1*-low population began to emerge within 48 hr of 2i removal (Figure 5G). However, when 2i was removed and replaced with 5-aza, the emergence of *Rex1*-low cells was severely delayed and diminished. After 6 days, 5-aza-treated cells only showed 6% *Rex1*-low cells, compared to 25% in DMSO-treated cells. Together, these results suggest that methylation is required for normal exit from the 2i state. Reduced methylation in 2i thus contributes to the stability of the 2i “ground state” (Ficz et al., 2011; Habibi et al., 2013; Leitch et al., 2013; Marks et al., 2012).

## Discussion

Recent work on ESC biology from a systems perspective has highlighted the apparent complexity and strong interconnectivity of the circuit governing pluripotency (Chen et al., 2008; Wang et al., 2006). But it has been unclear how variably this circuit behaves in different cells and to what extent population average measurement techniques may obscure its single-cell dynamics. Because gene expression is a stochastic process, levels of both mRNA and protein in each cell are effectively random variables, best characterized by their distributions. The framework of stochastic gene expression provides a tool to more rigorously and quantitatively separate stochastic fluctuations inherent to gene expression from variation due to multiple cell states specified by the underlying transcriptional and signaling circuit. While the simplified model of bursty transcription used here can explain the data, other models, including the “telegraph” model of transcription, may provide other insights (Iyer-Biswas et al., 2009; Peccoud and Ycart, 1995).

Our data suggest that heterogeneity emerges in three distinct ways: First, gene expression is inherently noisy, occurring in stochastic bursts, even in genes such as Oct4 that are distributed in a relatively uniform fashion. Second, cells switch stochastically between distinct states that impact the expression of many genes in a coordinated manner. Third, “long-tailed” regulators such as *Prdm14*, *Tbx3*, and *Dppa3* are uncorrelated with one another and are distributed in a manner consistent with low burst frequencies and large burst sizes, leading to very high variability. Live-cell imaging will be required to determine the absolute burst kinetics for these genes. However, an mRNA distribution in which only a small subpopulation of cells exhibit a large number of mRNA molecules for a particular gene need not, and most likely does not, indicate a distinct cellular state. Moreover, infrequent bursting may provide a potential mechanism for stochastic priming of cell fate decision-making (Maamar et al., 2007; Süel et al., 2006). Further investigation of this possibility will require determining whether these bursts propagate to influence subsequent cell fate decision-making events (Dunlop et al., 2008; Pedraza and van Oudenaarden, 2005).

The data above implicate methylation as a key regulatory mechanism affecting stochastic switching between states. Methylation was previously explored in ESCs at the population level (Ficz et al., 2011; Fouse et al., 2008; Habibi et al., 2013; Ito et al., 2010; Leitch et al., 2013; Mohn et al., 2008), but it remained unclear whether methylation itself contributes to heterogeneity (Chambers et al., 2007; Hayashi et al., 2008; Toyooka et al., 2008; Yamaji et al., 2013). smFISH data revealed a strong reciprocal relationship between the hydroxymethylase *Tet1* and the DNA methyltransferase *Dnmt3b*, with *Tet1* expressed more highly in the *Rex1*-high state and *Dnmt3b* expressed more highly in the *Rex1*-low state. This difference in expression correlates with a differential global DNA methylation and in the methylation of the promoters of key pluripotency regulators. Finally, methylation appears to be functionally required for transitions, since either genetic deletion of DNA methyltransferases or pharmacological inhibition both impact the populations of the two cell states and the underlying dynamics of state-switching (Figures 5E–5G). It will be interesting to see whether methylation plays similar functional roles in other stochastic state-switching systems.

These data provoke further questions about the molecular mechanisms through which methylation is regulated and how it modulates metastability. For example, while known methyl binding proteins that aid in methylation-dependent chromatin compaction and silencing are expressed in ESCs (Marks et al., 2012), DNA methylation may also inhibit binding of transcription factors (Shukla et al., 2011; Takizawa et al., 2001; You et al., 2011) and can control mRNA isoform selection via alternative splicing (Shukla et al., 2011). The *Esrrb* gene, whose activity is central to maintenance of pluripotency (Festuccia et al., 2012; Martello et al., 2012), may provide a good model system to investigate the effects of methylation, since its methylation levels and expression levels are both strongly state dependent. Regulation of this methylation likely involves Prdm14, which is known to inhibit Dnmt3b expression (Ficz et al., 2013; Grabole et al., 2013; Habibi et al., 2013; Leitch et al., 2013; Ma et al., 2011; Yamaji et al., 2013). Given the long-tailed expression pattern of *Prdm14* observed here in serum + LIF and its strong upregulation in 2i, it will be interesting to see how much of the variation in *Dnmt3b*/*Tet1*, and methylation more generally, can be attributed to bursty expression of *Prdm14*.

Previous studies of ESC gene expression dynamics have focused on the equilibration of FACS-sorted subpopulations of high and low *Nanog* and *Rex1* expression (Chambers et al., 2007; Toyooka et al., 2008). Two groups explored transcriptional circuit models to explain the long timescales of state-switching dynamics (Glauche et al., 2010; Kalmar et al., 2009). These included noise-induced bistable switches, oscillators, and noise-excitable circuits (Furusawa and Kaneko, 2012). Our dynamic data demonstrate that both *Nanog*-high and *Nanog*-low states in serum + LIF conditions typically persist for ≳4 cell cycles, and that state-switching events are abrupt at the level of promoter activity. Depending on protein and mRNA half-lives, the timescale of resulting protein level changes may follow somewhat more slowly. State-switching events are also infrequent (<0.1 per cell cycle) and uncorrelated between sister cells. Together, these findings appear incompatible with oscillatory or excitable models, which predict deterministic state-switching or an unstable excited state, respectively, but are consistent with the stochastic bistable switch model previously proposed (Kalmar et al., 2009). These properties could make this state-switching system a useful model for understanding the circuit level dynamics of spontaneous cell state transitions in single cells.

Several competing explanations were proposed for the apparent heterogeneity in *Nanog* expression in serum + LIF conditions. These models suggest heterogeneity is an artifact of knockin reporters (Faddah et al., 2013), or that it arises at least in part from monoallelic regulation (Miyanari and Torres-Padilla, 2012) or is manifested biallelically (Filipczyk et al., 2013; Hansen and van Oudenaarden, 2013). Our smFISH data support the existence of *Nanog* expression heterogeneity in wild-type cells in a standard feeder-free culture condition. Further, both static and dynamic measurements indicate that intrastate heterogeneity in *Nanog* is consistent with bursty transcription, with a relatively low burst frequency of ∼0.39 burst/hr. Thus, active transcriptional loci analyzed by smFISH against nascent transcripts (Miyanari and Torres-Padilla, 2012) would be expected to “flicker” on and off stochastically due to bursting. Such bursting could also cause the misleading appearance of weak correlations between alleles in static snapshots and in measurements based on destabilized fluorescent reporters. On the other hand, the *Nanog* protein fusion reporters analyzed by Filipczyk et al. showed correlated static levels between alleles, likely because the longer lifetime of their reporters allowed integration of signal over many transcriptional bursts, and because transitions between cellular states are rare and affect both alleles in a correlated fashion. The results of Faddah et al. with dual transcriptional reporters similarly showed general correlations between the two alleles, consistent with the smFISH correlations shown here (Figures S1E and S4B). Taken together, these previous studies and data presented here appear to converge on a relatively simple picture of heterogeneity based on two states and stochastic bursting.

The quantitative measurement and analysis platform described above should enable further investigation of the structure of static and dynamic heterogeneity in single ESCs. With the advent of higher-dimensionality smFISH (Lubeck et al., 2014; Lubeck and Cai, 2012), single-cell RNA-seq, and microfluidic high-throughput qPCR approaches, as well as improved methods for rapidly and accurately constructing knockin reporters (Wang et al., 2013), it will soon be possible to explore the dynamics of ESC components in higher dimensions in individual cells, both within metastable states and during cell state transitions (Kueh et al., 2013). Ultimately, this should provide a better understanding of the dynamic architecture of cell fate transition circuits.

## Experimental Procedures

### Culture Conditions and Cell Lines

E14 cells (E14Tg2a.4) obtained from Mutant Mouse Regional Resource Centers were used for smFISH studies. N_KI_Cit cells, created by Kathrin Plath, were generated by targeting the endogenous *Nanog* locus in V6.5 cells with H2B-Citrine-IRES-Neo-SV40pA (Figure S4A). N_KI_Cit+Cer cells were generated by randomly integrating into N_KI_Cit cells a linearized PGK-H2B-Cerulean-BGHpA-SV40-Hygro-SV40pA vector. O_BAC_Cer cells were generated by randomly integrating into E14 cells (a kind gift from Bill Skarnes and Peri Tate) a linearized bacterial artificial chromosome (BAC) containing the *Oct4* locus (BACPAC [CHORI]), in which H2B-Cerulean-SV40pA-PGK-Neo-BGHpA was inserted before the coding sequence (Figure S4A). Rex1-dGFP cells were kindly provided by the Austin Smith lab (Wray et al., 2011). The *Dnmt* TKO cell line was provided by the RIKEN BRC through the National Bio-Resource Project of the MEXT, Japan. All cells were maintained on gelatin-coated dishes without feeders.

### smFISH Hybridization, Imaging, and Analysis

The RNA FISH protocol from Raj et al., 2008 was adapted for fixed cells in suspension. See Supplemental Experimental Procedures for details. Semiautomated dot detection and segmentation were performed using custom Matlab software. A Laplacian-of-Gaussian (LoG) Kernel was used to score potential dots across all cells. The distribution of these scores across all potential dots was thresholded by Otsu’s method to discriminate between true dots and background dots (see Figures S1A–S1D). Please see Table S2 for the smFISH probe sequences used in this study.

### mRNA Distribution Fitting

The Negative Binomial Distribution is defined as

$$P\left(n,r,p_{o}\right)=\;\left(\begin{array}{c} n+r-1\\ n \end{array}\right)\;p_{0}^{r}{\left(1-p_{o}\right)}^{n},$$

where n = number of transcripts per cell, $p_{0}$ = probability of transition from the “on” promoter state to the “off” promoter state, and *r* = number of bursting events per mRNA half-life. The average burst size is computed as $b=\left(1-p_{0}\right)/p_{0}$. Using this model, individual mRNA distributions were fit using maximum likelihood estimation. To discriminate between unimodal and bimodal fits, two tests were used to ensure that the improvement of the fit is counterbalanced by the additional degrees of freedom from the added parameters. To be considered bimodal, a distribution was required to pass both Akaike Information Criteria (AIC) and the log-likelihood ratio test (p < 0.05).

### Fluorescence Time-Lapse Microscopy and Data analysis

Reporter cells were mixed with unlabeled parental cells at 1:9 ratio and plated at a total density of 20,000 cells/cm^2^ on glass-bottom plates (MatTek) coated with human laminin-511 (BioLamina) >12 hr before imaging. Images were acquired every 15 min for ∼50 hr with daily medium change. Cells were segmented and tracked from the acquired images using our own Matlab code (see Supplemental Information for image analysis methods).

### 2i Perturbation and Analysis

For 2i treatment we supplemented serum + LIF media with MEK inhibitor PD0325901 at 1 μM and GSK3 inhibitor CH99021 at 3 μM. Cells grown in serum + LIF media were treated with 2i for 6 days before harvesting for smFISH assay and imaging for movies.

### Methylation Analysis and Perturbation

RRBS preparation and high-throughput sequencing were performed by Zymo Research. RRBS data were processed using Bismark and Galaxy. To be included in the analysis, each CpG had to have at least five reads. For perturbation experiments, 5-aza (Sigma) was used at a final concentration of 70 nM. 5mC ELISA was performed with ELISA 5mC kit (Zymo).

## Author Contributions

Z.S.S. and J.Y. contributed equally and are listed alphabetically. Z.S.S., J.Y., J.T., L.C., M.A.S., and M.B.E. conceived experiments. Z.S.S., J.Y., J.T., and J.A.H. performed experiments and analyzed data, with Z.S.S. leading smFISH and methylation experiments and J.Y. leading the movie experiments and modeling. A.A. contributed computational algorithms. M.A.S. and M.B.E. supervised research. Z.S.S., J.T., J.Y., and M.B.E. wrote the manuscript with substantial input from all authors.

## Figures and Tables

**Figure 1:**
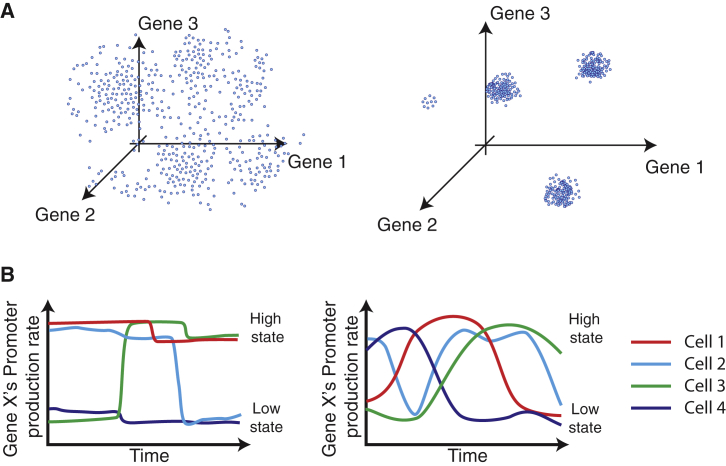
Different Types of Gene Expression Heterogeneity (A) Intrinsic noise in gene expression can lead to uncorrelated variation (left), while the coexistence of distinct cellular states can produce correlated variability in gene expression (right). Both panels depict schematic static “snapshots” of gene expression. (B) Dynamically, gene expression levels could vary infrequently and abruptly (left) or more frequently and gradually (right) both within and between cellular states (schematic).

**Figure 2:**
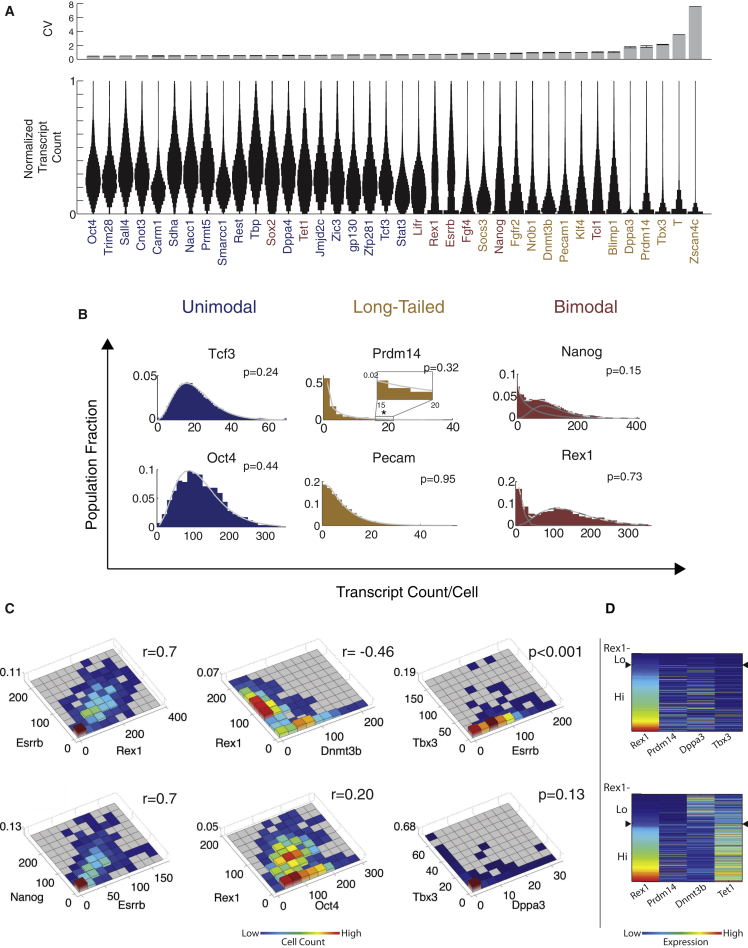
smFISH Reveals Gene Expression Heterogeneity and Correlation (A) Top: coefficients of variation (CV, mean ± SEM) for ESC-associated regulators and housekeeping genes. Bottom: Distributions (violin plots) normalized by maximum expression level reveal qualitatively distinct gene expression distributions. Genes are sorted by increasing CV. (B) Smoothed histograms for mRNA distributions overlaid with NB fits. Solid lines show individual NB distributions. Dashed gray lines show their sum (for bimodal genes). ^∗^ denotes 95th percentile for *Prdm14*. P value: χ^2^ goodness of fit test. (C) Pairwise relationships between genes, analyzed by smFISH (r, Pearson correlation coefficient; p value by 2D K-S test (see Experimental Procedures and Figures S2A and S2B). (D) Heat maps show examples of four-dimensional data sets.

**Figure 3:**
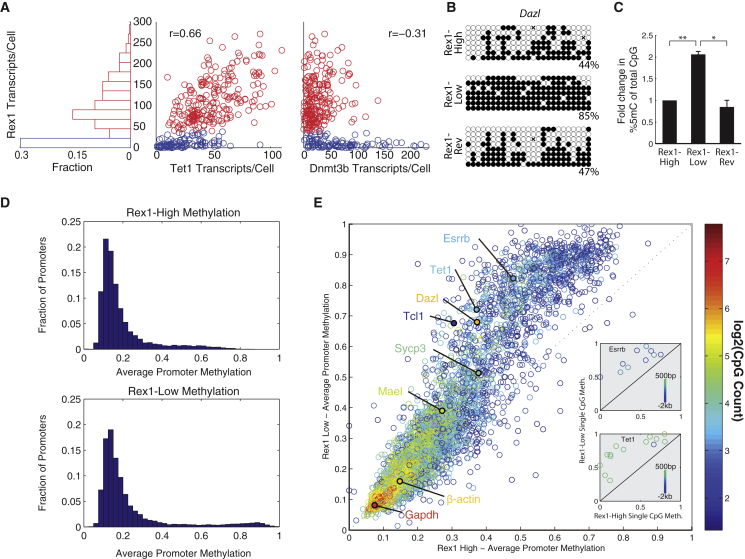
The Two *Rex1* States Are Differentially Methylated (A) smFISH measurements show that *Rex1* bimodality is correlated with *Tet1* and anticorrelated with *Dnmt3b* expression. (B) Locus-specific bisulfite sequencing of the *Dazl* promoter. Methylation levels shown are in the *Rex1*-high (top), *Rex1*-low (middle), and *Rex1*-low-to-high reverting (bottom) populations. (C) Global levels of 5mC measured by quantitative ELISA in the *Rex1*-high, -low, and -low-to-high reverting cells. Data shown are mean ± SD from two independent experiments. ^∗^, p < 0.05; ^∗∗^, p < 0.01; by two-sample t test. (D) Histogram of promoter methylation shows bimodality in the *Rex1*-high (top) and -low (bottom) states, as quantified by RRBS. (E) Scatter plot of promoter methylation between *Rex1*-high and -low states. Each point is the methylation fraction of a single gene promoter, color-coded by the number of CpGs in that promoter. Divergence from the diagonal implies differential methylation between states. Inset: Single CpGs in the promoter of the specific gene labeled, color coded by distance from TSS; see Figure S3C for additional genes.

**Figure 4:**
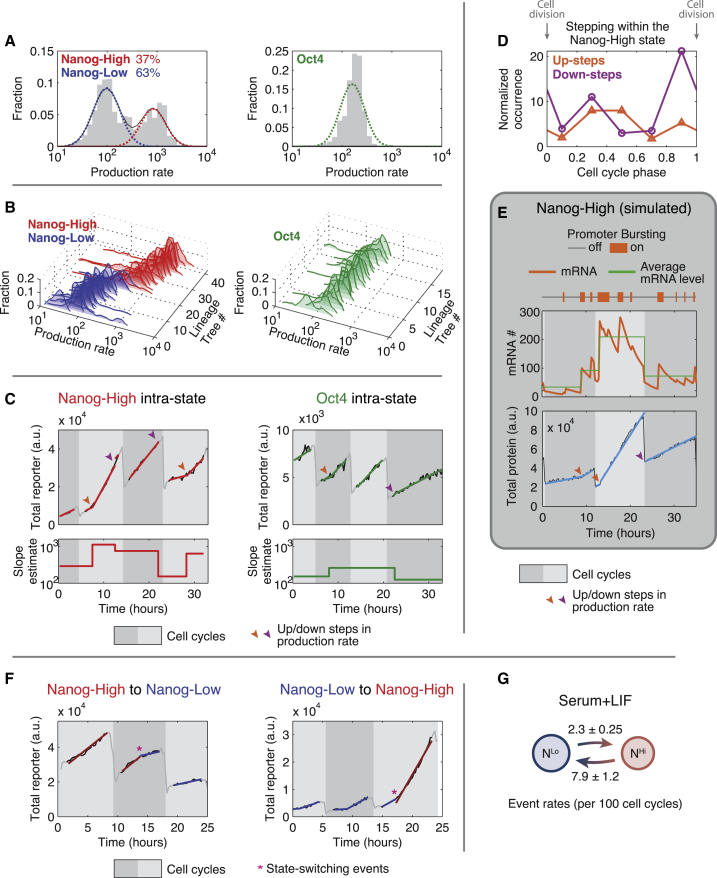
Movies Reveal Transcriptional Bursting and State-Switching Dynamics in Individual Cells (A) Distribution of *Nanog* and *Oct4* production rates from representative movies in serum + LIF, and Gaussian fits to the components. Production rates were extracted from a total of 376 and 103 tracked cell cycles for *Nanog* and *Oct4*, respectively. (B) Production rate distributions of individual cell lineage trees, each consisting of closely related cells descending from a single cell. Lineage trees are color-coded by the state they spend the majority of time in. (C) Example single lineage traces exhibiting step-like changes in production rates within a state. (D) Cell cycle phase distribution of steps within the *Nanog*-high state. Step occurrences are normalized by the frequencies of each cell cycle phase observed in the tracked data. (E) Representative trace showing apparent steps from simulations under the bursty transcription model, using parameters estimated from mRNA distribution for the *Nanog*-high state (see Supplemental Information; see Figure S4E for simulation of *Oct4* dynamics). (F) Example traces of individual cells switching between *Nanog*-low and *Nanog*-high states. (G) Empirical transition rates (mean ± SD) between the two *Nanog* states (N^Hi^, *Nanog*-high; N^Lo^, *Nanog*-low).

**Figure 5:**
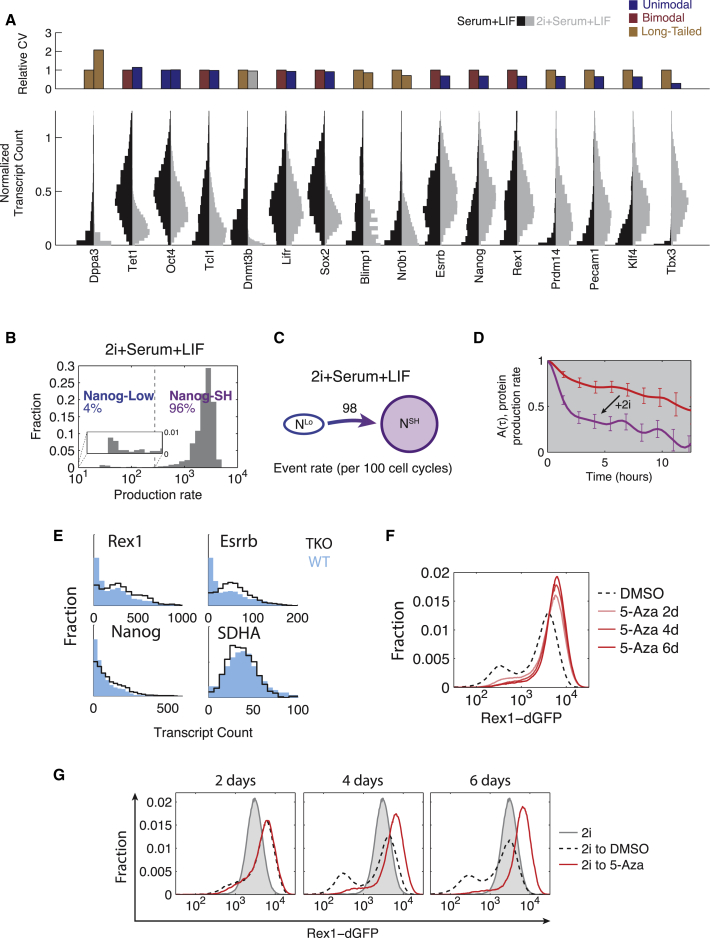
2i and DNA Methylation Modulate Bursty Transcription and State-Switching Dynamics (A) Comparison of mRNA distributions and CV between cells grown in serum + LIF and 2i + serum + LIF. Top: For each gene, the CV in serum + LIF is plotted on the left, and the CV for 2i + serum + LIF is plotted on the right. *Dnmt3b* in 2i + serum + LIF is represented in gray to reflect its marginal case of poor quality of fit in both bimodal and long-tailed models. Bottom: The left half of each violin represents the mRNA distribution in serum + LIF, while the right represents 2i + serum + LIF. Each gene’s distributions are normalized by a value corresponding to the larger 95th percentile between the two treatments. (B) Distribution of *Nanog* production rates from movies in 2i + serum + LIF. (C) Empirical transition rates between the two *Nanog* states in the presence of 2i (N^Lo^, *Nanog*-low; N^SH^, *Nanog*-SH). (D) Mixing time in each condition is estimated from autocorrelation, A(τ), of production rate ranks shown in Figure S5D, right panels. Red, *Nanog*-high in serum + LIF; purple, *Nanog*-SH in 2i + serum + LIF. Error bars: standard deviation, bootstrap method. (E) Comparison of transcriptional heterogeneity between Dnmt TKO (black line) and the parental line (blue bars) as measured by smFISH for *Rex1*, *Nanog*, *Esrrb*, *and SDHA*. Note that for *Rex1/Nanog/Essrb*, there are fewer “off” cells in the leftmost bins for the TKO than WT. (F) *Rex1*-dGFP distribution as measured by flow cytometry grown in serum + LIF with 5-aza or DMSO (carrier control). Time points were taken after 2, 4, and 6 days. (G) Cells were grown in 2i + serum + LIF and subsequently replated into serum + LIF with 5-aza or DMSO (carrier control). Time points were taken after 2, 4, and 6 days. GFP levels were measured by flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

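DNA methylation was measured by RRBS in 1 library of sorted Rex1-high cells and 1 library of sorted Rex1-low cells of the E14 Rex1-dGFP mouse ESC line. Fragments from MspI and TaqI digestion were size-selected, treated with bisulfite and sequenced on an Illumina instrument, and the authors processed the reads with Bismark and Galaxy. The paper's text does not give their versions, the trimming, the genome build or the handling of strands. The authors' deposited values are whole-number methylated calls and all calls per line, with a score of 1000 times their ratio. Lines of 1 read are included, so the authors' minimum of 5 reads per CpG had not been applied to the deposited values. The calls were used here and the score was not. A position had 1 or 2 lines and no strand was named.

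The Rex1-high library held 60718476 calls in 5608809 lines, and 65.7% of its 3300733 positions had a line of at least 5 reads. The Rex1-low library held 61024229 calls in 4805225 lines, and 64.5% of its 2901301 positions had such a line. The minimum of 5 reads, which the paper sets per CpG, was applied to each line, and the fraction of a position was the mean over its kept lines. Positions kept in both libraries were analysed, 1707425 in all. In place of promoters from 2 kb upstream to 500 bp downstream, which the paper used, tiles of 2500 bp with at least 3 such CpGs were analysed, because the positions ran over 1 Mb past the last GRCm38 gene on 4 chromosomes and no annotation of their build was used here. This replacement, the read minimum, the tests and the rule for individual tiles were set before the data were examined. Promoters of named genes, including those of Figure 3E, were not analysed here, and neither was ESC expression.

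Tile methylation was the unweighted mean of the fractions of its CpGs. Tiles and CpGs were compared by a two-sided Fisher's exact test on summed calls, with Benjamini-Hochberg adjustment over tiles or over CpGs. A tile was called at an adjusted p under 0.05 and a change of at least 10 percentage points, and a CpG at an adjusted p under 0.05. Peaks were the fullest 5-point bins under and above 40%. Individual tiles were the 5 with the largest increase and the 5 with the largest decrease among called tiles with at least 10 CpGs and at least 100 calls in each library, and 1 decrease met this rule. Intervals are 95% Wilson intervals of pooled calls. They had a median half-width of 8.23 points per tile in the Rex1-high library and 6.32 in the Rex1-low library, and cover counting error only.

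The tests were tested on simulated data drawn at the real depths, starting from the pooled level of both libraries at each CpG. With no difference between the libraries, Fisher's exact test called 118 tiles more methylated and 38 less methylated of 162599, and no CpG. With 200 tiles changed by 30 points, it recovered 157 of them and called 126 of the unchanged tiles. The limit first set for calls among unchanged tiles was passed, and was loosened after this result, with the planned test kept. A Cochran-Mantel-Haenszel test stratified by CpG was added at that point. It called 0 tiles in either direction without a difference, recovered 126 of the 200 changed tiles and called 2 unchanged tiles. Both tests are approximate guides, because each state has 1 library.

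The summaries were recomputed under 16 alternatives chosen before the data were examined and 6 chosen after, each for the results it bears on, which gave from 5 to 19 alternatives per result. They varied the read minimum, the CpG minimum, the averaging, the merging of lines, the depth, the chromosomes, the thresholds, the bins, the tile size and offset, and the test. Thinning was done on the calls pooled over the lines of a CpG. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and numba 0.67.0 were used, and plots were drawn with matplotlib 3.10.9.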

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

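The tests of CpG density, of counting noise and of the neighbours of CpGs with unlike lines were chosen after those results had been seen. The tests of extreme depth, of windows along chromosome X, of the methylation of CpG-dense X tiles and of steps in depth were chosen before, but the share of common CpGs that counts as most of them, over 50%, was set after it was seen.

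The paper does not report on the sex chromosomes, and their depth differed between the libraries. Chromosome Y had 5231 calls in the Rex1-high library and 656 in the Rex1-low library. Relative to autosomal tiles of like CpG number, the ratio of Rex1-low to Rex1-high depth was 0.158 on chromosome Y and 0.643 on chromosome X, against 0.937 to 1.10 on the 19 autosomes. In tiles of chromosome Y with at least 3 CpGs, where the libraries had 4545 and 344 calls, the ratio was 0.0932. Against autosomes, the depth of chromosome X was 0.768 in the Rex1-high library and 0.482 in the Rex1-low library. The libraries do differ in CpG density, since the ratio of their autosomal depths ran from 0.675 in the sparsest to 1.45 in the densest tiles. Density is argued against as the cause on chromosome X, whose ratio lay under the autosomal ratio in all 7 classes of CpG number, at most at 0.730 of it. A few positions of extreme depth are argued against as well, because the median X tile was at most at 0.731 of the median autosomal tile in any class. A candidate explanation is a dose of the whole chromosome that is lower in the Rex1-low than in the Rex1-high cells. A ratio of the libraries does not tell which of them would have the unusual dose. Such a difference would place nearly all 10 Mb windows of X under the autosomal range. Of 17 windows, 9 (52.9%) were under the lowest of 257 autosomal windows. The X windows ranged from 0.454 to 0.824, and 23 autosomal windows were under the highest of them, with the lowest at 0.620. This test leaves open whether the whole chromosome differs. If the Rex1-high cells carried an inactive X chromosome, their CpG-dense X tiles would be more methylated than autosomal ones. The difference was 0.593 points in the Rex1-high library and 0.732 points in the Rex1-low library for tiles of 40 or more CpGs, which argues against it. Reads shared between X and Y sequences and a mixture with other cells were not tested. With 1 library per state, the chromosome content of the cells and the Rex1 state cannot be told apart.

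The lines of a CpG often disagreed. Among CpGs with 2 lines of at least 5 reads, 144499 (9.65%) in the Rex1-high library and 75075 (7.41%) in the Rex1-low library had one line at or above 80% and the other at or below 20%. Counting noise is argued against, since a binomial draw with a common level for both lines gave 1751 such CpGs in the Rex1-high library and 588 in the Rex1-low library. Overlap can be judged only at the 850318 CpGs with 2 such lines in both libraries. Of these, 78053 were affected in the Rex1-high library, 59495 in the Rex1-low library and 48693 in both, which is 62.4% and 81.8% of them, and 5461 would be affected in both if the libraries were independent. The remaining affected CpGs were not compared between the libraries. A candidate explanation is the ends of restriction fragments, which are filled in during library preparation. The depth around affected CpGs was examined where a CpG on each side lay within a span of 200 bp, which covers 37.0% of those of the Rex1-high library and 63.4% of those of the Rex1-low library. The depth of the CpGs on both sides of an affected CpG differed by a median of 2.07 on the log2 scale in the Rex1-high library, against 0.155 around other CpGs of the same tiles, and by 2.00 against 0.193 in the Rex1-low library. For these CpGs the larger step argues against strain variants as the main cause, since variants need no change of depth, and the other affected CpGs were not examined in this way. Whether the upper or the lower line is the false one stays open. Filling in with unmethylated cytosines would act among methylated CpGs, and 5.18% of affected CpGs in the Rex1-high library lay between nearest CpGs averaging at or above 80%, against 6.17% of other CpGs. In the Rex1-low library these shares were 6.88% and 27.2%. Nearest CpGs averaging at or below 20% were found around 24.2% of affected and 31.8% of other CpGs in the Rex1-high library, and around 33.9% and 40.1% in the Rex1-low library. Within the span of 200 bp, the comparison with other CpGs of the same tiles went the other way for the higher level, at 1.03% against 0.140% in the Rex1-high library and 2.08% against 1.01% in the Rex1-low library, and the same way for the lower level, at 42.0% against 67.4% and 42.8% against 67.5%. Affected CpGs thus lay in surroundings of every level, and methylated cytosines in the filled-in end or in adapter sequence were not tested. No biological explanation was tested.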

How the results depend on the processing

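The alternatives with a median of CpG fractions, without CpGs whose lines disagree, with at least 20 CpGs, with tiles of 1000 bp, with shifted tiles and with the test stratified by CpG were chosen after seeing the data. Of 294 values recomputed for 21 results, 226 stayed within their limits. Only rho, the median changes and the share of the summed change can take either sign, and none of these changed sign. The limits were a factor of 1.5 for counts, the counting interval of a share for shares of tiles, the median counting interval of a single tile or CpG for levels and changes, and, as an arbitrary tolerance chosen after the main values were known, 0.1 for rho and 5 points for the share of the summed change. More tiles were more methylated than less methylated in the Rex1-low library under every alternative run, and the median tile was higher in the Rex1-low library under each. The interval of a single tile is wide beside a median over many tiles, so values within it can still have moved. Over all alternatives, the median change ran from 1.11 to 3.50 points for tiles under 20%, from 7.60 to 40.3 points for tiles from 20% to 40%, from 23.5 to 33.3 points for tiles from 40% to 60% and from 20.0 to 25.6 points for tiles at or above 60%. With 20 reads, the change of tiles from 20% to 40% was 9.77 points, against 18.7. Mean CpG methylation ran from 32.2% to 39.4% in the Rex1-high library and from 43.3% to 55.0% in the Rex1-low library, both lowest at 20 reads. The 68 values outside their limits follow. Where an alternative leaves fewer tiles or CpGs to test, or sets a stricter threshold, a lower count follows from its construction, and for the other values the cause was not tested.

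With a minimum of 10 reads, 81349 tiles were more methylated, and 60.4% of Rex1-high and 79.7% of Rex1-low tiles were at or above 50%. With 20 reads, 22174 tiles were more and 14 less methylated, the medians were 41.4% and 67.6%, tiles at or above 50% made up 40.2% and 58.0%, rho was -0.706 and -0.711, tiles at or above 20% gave 92.8% of the summed change, and 93248 CpGs were more and 2123 less methylated. With tiles of 1 CpG included, 159 tiles were less methylated, and 75.8% and 90.2% of tiles were at or above 50%. The fullest Rex1-high bin under 40% was then centred on 37.5%. That bin borders 40%, so this rule found no separate lower peak. With at least 10 CpGs, 15138 tiles were more and 1 less methylated, the medians were 24.9% and 34.0%, 25.9% and 42.4% of tiles were at or above 50%, rho was -0.740 and -0.735, and the share of the summed change was 92.5%. With at least 20 CpGs, 1973 tiles were more and 0 less methylated, the medians were 14.2% and 16.3%, the upper Rex1-high bin was centred on 42.5%, 3.33% and 8.82% of tiles were at or above 50%, rho was -0.560 and -0.558, tiles from 20% to 40% rose by 8.29 points, and the share of the summed change was 67.3%. The statement that tiles under 20% add little to the change thus holds less in CpG-dense tiles.

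With each library's own CpGs, 169 tiles were less methylated and 65.9% of Rex1-high tiles were at or above 50%. With calls pooled over a tile, 68.2% and 85.3% of tiles were at or above 50%. With both lines of a CpG merged first, 23 tiles were less methylated, and these shares were 68.1% and 86.0%. Thinning the deeper library at each CpG left 16 less methylated tiles, 114948 more and 960 less methylated CpGs, and shares of 65.7% and 85.1%. With bins by the mean of both libraries, tiles from 20% to 40% rose by 7.60 points. A change of 20 points left 15 less methylated tiles, no minimum change gave 603, and an adjusted p under 0.001 in Fisher's exact test gave 10. At a threshold of 60%, the shares were 42.5% and 81.5%. In tiles of 1000 bp, 82 tiles were less methylated, with shares of 61.1% and 81.0% at or above 50%.

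With the median of CpG fractions, the lower peak moved to 2.5% in both libraries, 237 tiles were less methylated, tiles from 20% to 40% rose by 40.3 points, and the shares at or above 50% were 67.9% and 85.0%. Without the CpGs whose lines disagree, 8.84% of those tested, 1284 CpGs were less methylated, and the shares were 66.8% and 83.8%. The lower peak was then at 7.5% in both libraries, a shift of 1 bin that is within its limit.

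The number of less methylated tiles was the least stable result. The test stratified by CpG called 54 of them, and 29 were called by both tests, whereas it called 122379 more methylated tiles, with 119311 called by both tests.

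The alternatives listed beforehand with other promoter windows, other start sites, CpGs in MspI and TaqI sites left out, CpG numbers from the genome sequence and a filter on ESC expression were not run, since no sequence or annotation of this build and no expression values were used here. No paired analysis was possible because each state has 1 library. The absence of replicates limits every result above: no spread between cultures or sorts is known. Depth limits single CpGs most, whose 95% intervals had a median half-width of 14.1 points in the Rex1-high library and 11.7 in the Rex1-low library.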

Other observations

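Thinning and leaving out the sex chromosomes were among the alternatives set beforehand. Their use as tests of the explanations in this part, and the test of bisulfite conversion, were chosen after the difference in methylation had been seen.

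The higher methylation of the Rex1-low library was set against 3 technical explanations. Incomplete bisulfite conversion would add most where methylation is low. Tiles with 80 or more CpGs rose by a median of 1.07 points, against 21.6 points for tiles at or above 60% in the Rex1-high library, which argues against it. Unequal depth is argued against too, since 113906 tiles were more methylated after the deeper library was thinned at each CpG, against 122700 before. A different chromosome content of the cells stays open. With the sex chromosomes left out, 120172 tiles were more methylated. This removes only effects on the CpGs of those chromosomes. The state and the depth of the sex chromosomes differ between the same 2 libraries. The Rex1 state itself, which the paper gives as the difference between them, stays open in the same way, as a single library per state cannot separate it from the culture, the sort or the library preparation.

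The 53 tiles called less methylated in the Rex1-low library lay mostly among tiles with few CpGs, with 52 of them holding 3 to 9. Most tested tiles lay there too, since 75341 of the 162599 held 3 to 4 CpGs and 55159 held 5 to 9. The simulation without a difference gave 38 less methylated tiles by the same test. The test stratified by CpG, added after seeing this, gave 0 less methylated tiles in that simulation and 54 in the data, and 29 tiles were called by both tests. The count thus exceeds the simulated one clearly only by the stratified test. The simulation was drawn once, with independent calls. Without regard to the test, 410 tiles were lower by 10 points or more. Mean CpG methylation differed by 15.0 points between the libraries.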
